A study of Mus musculus with 6 samples.

How the data were processed

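Nuclear RNA of mouse brain was measured by droplet-based single-nucleus sequencing in 6 libraries: 2 of embryonic cortex and 1 for each of 4 adult groups. The authors' deposited matrices hold raw UMI counts (unique molecular identifiers, 1 per captured RNA molecule) per gene and nucleus, with no normalization. Per the file headers, the authors ran Cell Ranger 8.0.1 on the uninjured control, injured control and injured Sox11 libraries, 9.0.0 on the uninjured Sox11 library and 9.0.1 on both embryonic libraries. Each matrix was checked to hold whole numbers of at least 1 and only barcodes with at least 500 UMIs. The authors' genome build and aligner settings are not stated in the labels. All 6 feature lists hold the same 32285 Ensembl mouse genes. The added vector features differ: the injured libraries share 1 list with a Sox11 feature, the uninjured control has another list that also holds Sox11, NeuroD1 and KLF6 features, and the embryonic and uninjured Sox11 libraries have barcode features only. Reads shared by a vector and the matching mouse gene can therefore be assigned differently between libraries. This limits the values of Sox11 in all adult groups, of Neurod1 and Klf6 in the uninjured control, and of Map3k12 (the gene that encodes DLK) in the injured libraries. Positions are from GENCODE vM21 (build GRCm38), which can differ from the authors' build.

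Nuclei with at least 500 detected genes and at most 5% mitochondrial UMIs were kept. Doublets were scored per library with Scrublet in scanpy 1.11.5 (Python 3.11.15, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9). The automatic threshold marked between 0 and 11 nuclei per library, so the nuclei with the highest scores were removed instead, 0.8% for each 1000 nuclei, a rule chosen after that result was seen. Each library was clustered alone by the Leiden method at resolution 1, with 2000 variable genes, 30 principal components and 15 neighbours, and without Sox11, the vector features and the members of the gene lists. In each adult library 1 mixed cluster was clustered again (1000 variable genes, 15 components, 10 neighbours), also a choice made after the first clustering was seen. Clusters were named by marker lists for excitatory neurons, inhibitory neurons, radial progenitors, intermediate progenitors, dividing cells, Cajal-Retzius cells, astrocytes, oligodendrocyte precursors, oligodendrocytes, microglia and vascular cells. A cluster with fewer than 3 detected markers of a class, or whose leading genes went against the class, was left unnamed and out of the summed counts. In the second embryonic library, 2 clusters with profiles nearer to the adult control than to the first embryonic library were left out of the embryonic summed counts and Sox11 values but counted among the kept nuclei in class shares, a choice made after their profiles were seen. Figures were drawn with matplotlib 3.10.9.

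UMIs of the excitatory neuron-like nuclei were summed per library. On these sums, 3 comparisons were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3): embryonic against adult control, with 2 libraries on each side, and Sox11 against control virus and injury against no injury, both in 1 additive fit of the 4 adult libraries with 1 residual degree of freedom. Trimmed-mean normalization (TMM), the default expression filter, the quasi-likelihood test and Benjamini-Hochberg adjustment (two-sided, threshold 0.05) were used. The SE given with a log2 fold change is its absolute value divided by the square root of the test's F statistic. It was derived from the test and is not the standard error of the fitted coefficient. Because each adult group has 1 library, the comparisons within 1 injury state or 1 virus were ratios without a test: log2 of CPM plus 1 over CPM plus 1 (CPM: counts scaled to the library's total UMIs of mouse genes), for genes with at least 50 UMIs over both libraries, counted at a threshold of 2-fold. CPM of vector features were scaled to the total UMIs of mouse genes and vector features together. Intervals are 95% and exact (Poisson for counts, Clopper-Pearson for shares). They and the limits for a count of 0 (3 counts) cover counting error only, not the variation between animals.

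The embryonic-high and embryonic-low sets hold genes at least 4-fold above or below the adult control in both embryonic libraries with a mean of at least 10 CPM. The set used for the uninjured Sox11 ratio was chosen with the injured control, and the set for the injured Sox11 ratio with the uninjured control, so that no library served both to choose a set and as the denominator of its ratio. Each set's median was placed among 10000 random gene lists of the same size matched on mean expression in 20 bins, and no p-value was computed. The growth, injury-response and mature-neuron lists, of 20 genes each, were fixed before the data were examined, as were the marker lists, the comparisons, the tests and the thresholds. Genes to be named were chosen by a rule that was fixed at the same time: in each edgeR comparison, the 5 highest and 5 lowest log2 fold changes among genes past the threshold with a mean of at least 10 CPM and, for Sox11 and injury, at least 2-fold in the same direction in both single ratios. Where no gene passed the edgeR threshold, the rule took genes at least 2-fold in the same direction in both single ratios. Sox11, the vector features and members of the 3 lists were named besides.

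The alternatives were DESeq2 1.42.0, its size factors in edgeR, library totals only, other filters on low counts, all nuclei, deep-layer nuclei, doublets kept, at least 1000 genes per nucleus, counts thinned to the smallest library, all 6 libraries in 1 fit, all 4 adult libraries against the embryonic ones, pseudocounts of 0.1 and 5 CPM, TMM-scaled CPM, at least 200 UMIs, sets chosen with the same control or at 8-fold, Leiden resolution 0.5 and leaving out each library. Keeping the adult-type nuclei and keeping an unnamed cluster of the injured control were added after the data were seen. The edgeR tests were checked on simulated counts with 200 changed genes of at least 10 CPM and 1 dispersion, the data's common value. They recovered 91.1%, 84.3% and 78.7% of genes changed 4-fold in the embryonic, Sox11 and injury comparisons, and 15.4%, 9.01% and 3.60% of genes changed 2-fold. False calls made up between 3.41% and 3.90% of calls. Dispersions that differ between genes were not simulated, so these shares need not hold for the data. The single ratios were also checked on simulated counts, for the uninjured Sox11 ratio only. All 200 raised genes and 0 of the unchanged genes were counted, and the raised genes stood at percentile 100. With 0 unchanged genes past 2-fold, these counts cannot have held the variation between libraries seen in the data. The check therefore says nothing about genes counted because of that variation. Samples of the uninjured Sox11 library from the 4 time points were not separated, since the feature names do not give a time.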

Results

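RNA was counted in single nuclei of mouse brain (strain C57BL/6) in 6 libraries. The embryonic group had 2 libraries of whole cortex taken at embryonic day 18. The adult groups had 1 library each and held nuclei of corticospinal tract neurons, which send axons from the cortex to the spinal cord. These nuclei carried a fluorophore from a virus given at the spinal cord and were sorted by its fluorescence. One adult library each came from uninjured mice with a control virus, injured mice with a control virus, injured mice with a virus for the transcription factor Sox11, and uninjured mice with the Sox11 virus. Injured mice had a bruising injury of the neck spinal cord, stated for the whole series as 6 weeks before collection. The library name of the injured Sox11 sample carries other marks of time (1M and 2WK), whose meaning the labels do not give, so the time since injury or virus in that library is uncertain. The uninjured Sox11 library pooled mice at 1, 2, 4 and 6 weeks after the virus. For the other adult libraries, the labels do not state whether mice were pooled by time. No adult group had replicates, so animal, library and group cannot be told apart within a single ratio.

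The 2 embryonic libraries held 38226334 and 25675714 UMIs in 10514 and 6640 barcodes. The uninjured control held 54328510 UMIs in 4073 barcodes, the injured control 40232510 in 2088, the injured Sox11 library 48765079 in 5909, and the uninjured Sox11 library 45169816 in 4812. After filtering, 9079 and 6157 embryonic nuclei, 3935 uninjured control, 2049 injured control, 5334 injured Sox11 and 4615 uninjured Sox11 nuclei were kept. Excitatory neuron-like nuclei made up 39.2% (95% exact interval 38.2 to 40.2%) and 65.6% (64.4 to 66.8%) of the embryonic libraries. They made up 96.8% (96.2 to 97.3%) of the uninjured control, 86.4% (84.9 to 87.9%) of the injured control, 95.1% (94.5 to 95.6%) of the injured Sox11 and 97.1% (96.6 to 97.6%) of the uninjured Sox11 library. Leiden resolution 0.5 moved these shares most, to 100% in the injured control. Unnamed clusters held 12.4% of the first embryonic library, 1.07% of the uninjured control, 10.79% of the injured control, 3.26% of the injured Sox11 and 1.52% of the uninjured Sox11 library. The largest unnamed cluster of the injured control held 203 nuclei and was led by Blnk, Tafa2 and Btg2, with Bdnf and Vgf among its top 10 genes by fold. In the second embryonic library, 585 nuclei (9.5% of those kept) had adult-type profiles and were left out of the embryonic summed counts and Sox11 values. They are counted among the kept nuclei above, and without them the excitatory share of that library was 72.5% (71.3 to 73.7%). The summed UMIs of excitatory neuron-like nuclei ranged from 11530886 in the second embryonic library to 51203058 in the uninjured control, and the median per nucleus from 2140.5 in the former to 15637 in the injured control.

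The first comparison asked how much Sox11 RNA each library held. The endogenous gene Sox11 (ENSMUSG00000063632) lies on chromosome 12 from 27334264 to 27342574 in GRCm38 and has 1 exon. Excitatory neuron-like nuclei held 242 CPM (95% exact Poisson interval 234 to 250) and 383 CPM (372 to 394) of Sox11 in the embryonic libraries. The uninjured control held 2.70 CPM (2.26 to 3.18) and the uninjured Sox11 library 5.88 CPM (5.17 to 6.65). The injured control held 2.59 CPM (2.08 to 3.17) and the injured Sox11 library 3.63 CPM (3.1 to 4.24), so these intervals overlapped. Taking all nuclei moved these values most, to 6.09 CPM in the uninjured Sox11 library. In the edgeR quasi-likelihood fit of the 4 adult libraries, Sox11 had a log2 fold change of 0.67 ± 0.45 (SE) with a Benjamini-Hochberg adjusted p of 0.458. The separate vector feature for Sox11 had 59 UMIs in the injured Sox11 library (1.32 CPM, 1.01 to 1.71). It had 0 UMIs in both controls, which allows up to 0.0586 CPM in the uninjured and 0.0852 CPM in the injured control. The feature list of the uninjured Sox11 library holds no such feature, and reads shared by the vector and the gene can be lost or counted differently in each library, so Sox11 levels are not comparable between the virus groups beyond these counts.

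Before thinning, 50.8% and 57.0% of embryonic excitatory neuron-like nuclei had a Sox11 UMI, against 3.33% in the uninjured control, 4.18% in the injured control, 2.82% in the injured Sox11 and 4.91% in the uninjured Sox11 library. Inhibitory neuron-like nuclei, as a background class, gave 3.77%, 4.00%, 1.89% and 21.7% in the same order of adult libraries. After thinning each nucleus to 1000 UMIs, the embryonic shares were 23.8% and 32.5%, with 390 and 351 shallower nuclei left out. Embryonic inhibitory neuron-like nuclei gave 24.7% and 34.7%, and glial or vascular nuclei 16.4% and 11.27%. The adult-type nuclei of the second embryonic library gave 1.38%, and 20.9% before thinning. The thinned adult shares were 0.342% (0.182 to 0.584%) in the uninjured control, 0.226% (0.0617 to 0.578%) in the injured control, 0.317% (0.182 to 0.515%) in the injured Sox11 and 0.916% (0.658 to 1.24%) in the uninjured Sox11 library, with 7, 3, 28 and 7 nuclei left out. The background class gave thinned shares of 0% of 51 nuclei (up to 6.98%), 4.00% of 25 (0.101 to 20.4%), 0% of 52 (up to 6.85%) and 0% of 22 (up to 15.4%) in that order. Their median depths were 5233, 10740, 4499 and 6170 UMIs, against 10888, 15637, 6253 and 6568 in the excitatory class. A thinned share rests on 1 random draw per nucleus. In the uninjured Sox11 library a separate draw over all nuclei gave 0.544% (0.352 to 0.802%), which overlaps the 0.332% (0.177 to 0.566%) of all nuclei in the uninjured control. Expected shares over all possible draws, computed after these draws were seen, were 0.269%, 0.277%, 0.350% and 0.693% in the excitatory and 0.130%, 0.0727%, 0.574% and 1.51% in the background class. After thinning, the intervals of both classes overlapped in each adult library. Adult glial or vascular nuclei gave thinned shares of 0% of 29, 0% of 29, 2.94% of 34 (0.0744 to 15.3%) and 5.41% of 37 nuclei (0.661 to 18.2%) in that order. Their expected shares over all draws were 1.65%, 0.212%, 1.71% and 2.48%. The intervals of their thinned shares also overlapped those of the excitatory class in each adult library. Before thinning, the background share of the uninjured Sox11 library (5 of 23 nuclei, 7.46 to 43.7%) lay above the excitatory share (4.29 to 5.58%).

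**Figure D1:**
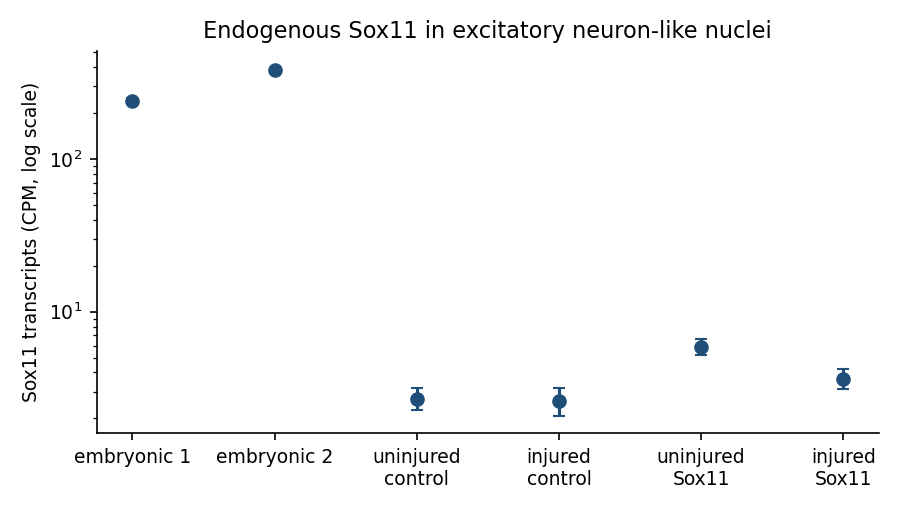
Endogenous Sox11 in excitatory neuron-like nuclei of each library, in CPM on a log axis, with exact 95% Poisson intervals as bars (counting error only). The embryonic libraries sit at 242 and 383 CPM and the 4 adult libraries between 2.59 and 5.88 CPM.

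The second comparison asked which genes differ between embryonic excitatory neurons and adult corticospinal neurons without Sox11. The edgeR quasi-likelihood test of the 2 embryonic against the 2 adult control libraries covered 17787 genes. At a Benjamini-Hochberg adjusted p under 0.05, 3269 genes were higher and 3651 lower in the embryonic libraries. Keeping the adult-type nuclei of the second embryonic library moved these counts most, to 1489 and 299. With library totals only, the median of all genes shifted to 0.20 and the share of called genes that were higher rose from 47.2% to 57.8%. The groups also differ in dissection, sorting, depth and Cell Ranger version, which the 4 libraries of this test do not separate from age. The adult-type nuclei, chosen by profile and left out, share the Cell Ranger version of the second embryonic library, and their 2 clusters had best correlations of 0.976 and 0.922 with clusters of the uninjured control. The biological coefficient of variation was 0.275.

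Among 3530 genes eligible to be named, the 5 highest were Akr1c19, Igf2bp1, Igfbpl1, Nox4 and Ddah2. Akr1c19 (ENSMUSG00000071551, chromosome 13 from 4228700 to 4252843) had 27.9 and 45.8 CPM in the embryonic libraries and 0 UMIs in both controls, so it was at least 1014-fold higher. Igf2bp1 (ENSMUSG00000013415, chromosome 11 from 95957163 to 96005940) had 27.7 and 41.5 CPM and 0 UMIs in both controls, at least 956-fold higher. Igfbpl1 (ENSMUSG00000035551, chromosome 4 from 45809468 to 45826923) had 6424 embryonic and 3 control UMIs. Nox4 (ENSMUSG00000030562, chromosome 7 from 87246096 to 87398710) had 1636 and 3, and Ddah2 (ENSMUSG00000007039, chromosome 17 from 35059035 to 35062095) had 833 and 2. With all 4 adult libraries as the reference, Nox4 (log2 fold change 2.95) and Ddah2 (3.90) no longer passed the edgeR threshold. The 5 lowest were Gm50024 (ENSMUSG00000117521, chromosome 18 from 4590763 to 4616064), Gm6260 (ENSMUSG00000105279, chromosome 3 from 143670892 to 143712210), Gm42705 (ENSMUSG00000105324, chromosome 3 from 143743377 to 143827012), Gm13912 (ENSMUSG00000086758, chromosome 2 from 108183716 to 108291319) and Col6a1 (ENSMUSG00000001119, chromosome 10 from 76708792 to 76726168). Gm50024 had 0 embryonic and 2580 control UMIs, at least 265-fold lower. Gm6260 had a log2 fold change of -8.83 ± 0.44 (SE), Gm42705 -8.28 ± 0.55, Gm13912 -8.25 ± 0.62 and Col6a1 -8.10 ± 0.71. Adjusted p-values of these 10 genes in the edgeR quasi-likelihood test ranged from 4.65e-07 to 1.32e-05. With the adult-type nuclei kept, none of the 5 lowest passed the threshold, and their log2 fold changes lay between -3.38 for Col6a1 and -2.36 for Gm50024.

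The third comparison asked which genes differ between adult neurons with the Sox11 virus and with the control virus. The edgeR quasi-likelihood fit of the 4 adult libraries, with injury as a term, covered 18849 genes. At a Benjamini-Hochberg adjusted p under 0.05, 859 genes were higher and 757 lower with Sox11. A filter of at least 10 UMIs in every library moved these counts most, to 288 and 225. Keeping the unnamed cluster of the injured control, a choice made after the data were seen, gave 611 and 479. With library totals only, the median of all genes shifted to 0.14, and the share of called genes that were higher rose from 53.2% to 64.2%. The biological coefficient of variation was 0.285, with 1 residual degree of freedom. Because no adult group had replicates, the residual spread is the disagreement of the Sox11 effect between injury states. It mixes variation between animals with any dependence of the effect on injury. The p-values of this fit therefore do not measure variation between animals alone.

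Of 498 genes eligible to be named, 315 were higher and 183 lower with Sox11. The 5 highest were Marcksl1 (ENSMUSG00000047945, chromosome 4 from 129513581 to 129515985), Zfp57 (ENSMUSG00000036036, chromosome 17 from 37001163 to 37010635), Gpc2 (ENSMUSG00000029510, chromosome 5 from 138273655 to 138280005), Rgs12 (ENSMUSG00000029101, chromosome 5 from 34949445 to 35039644) and Cacng4 (ENSMUSG00000020723, chromosome 11 from 107732357 to 107794557). Marcksl1 had a log2 fold change of 7.98 ± 0.54 (SE) and rested on 8 control UMIs against 2361 with Sox11. Zfp57 had 7.76 ± 0.45, Gpc2 7.17 ± 0.45, Rgs12 7.0 ± 0.52 and Cacng4 6.68 ± 0.51. The 5 lowest were Coro6 (ENSMUSG00000020836, chromosome 11 from 77462411 to 77470484) at -3.68 ± 0.62, Tll1 (ENSMUSG00000053626, chromosome 8 from 64014931 to 64206271) at -3.51 ± 0.41, Gm32036 (ENSMUSG00000113313, chromosome 13 from 20445286 to 20473490) at -3.41 ± 0.41, Pip5kl1 (ENSMUSG00000046854, chromosome 2 from 32574797 to 32583782) at -3.38 ± 0.44 and Klhl1 (ENSMUSG00000022076, chromosome 14 from 96102736 to 96519102) at -3.36 ± 0.34. Adjusted p-values in the edgeR quasi-likelihood test ranged from 6.12e-06 for Zfp57 to 0.00399 for Coro6. The naming rule required all 10 genes to change in the same direction in both injury states. Coro6 no longer passed the threshold with at least 10 UMIs in every library (-3.67) or with thinned counts (-3.66). Marcksl1, Zfp57, Rgs12 and Cacng4 were not tested under that filter, because a library had fewer than 10 of their UMIs.

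Within injury states, ratios of single libraries were compared without a test. In uninjured mice, 1157 of 16509 genes were at least 2-fold higher and 711 at least 2-fold lower with Sox11. In injured mice, 1633 of 16194 genes were higher and 1007 lower. The pseudocount moved these counts most: with 0.1 CPM, 2510 genes were higher in injured mice, and with 5 CPM, 700. The medians over all genes were 0.12 and 0.13. With TMM factors they moved to -0.03 and -0.01, and the share of counted genes that were higher fell from 61.9% in each state to 45.3% in uninjured and 47.3% in injured mice. Over the 15917 genes with enough UMIs in both states, 663 were at least 2-fold higher in both, against 114 if the states were independent, and 350 were lower in both, against 43.8. With TMM factors, 511 were higher in both and 498 lower. Another 41 genes changed at least 2-fold in opposite directions. Across genes, which are not independent replicates, the 2 log2 ratios had a Pearson r of 0.56 and a Spearman rho of 0.41.

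The fourth comparison asked how genes that separate embryonic from adult neurons change with Sox11. The embryonic-high set for the uninjured ratio held 523 genes, with a median embryonic difference of 3.15 log2 units from the injured control. Its median log2 ratio with Sox11 was 0.99, above all 10000 matched random lists, whose medians centred on 0.14 (95% range 0.08 to 0.19), and 49.9% of its genes were at least 2-fold higher. In injured mice the set held 557 genes with a median embryonic difference of 3.03. Its median with Sox11 was 1.04, again above all random lists (0.12, range 0.06 to 0.19), and 51.9% of its genes were at least 2-fold higher. The embryonic-low set held 404 genes for uninjured mice, with a median embryonic difference of -2.90, a median with Sox11 of -0.47 and 22.8% of genes at least 2-fold lower. For injured mice it held 352 genes, with a median embryonic difference of -2.89, a median with Sox11 of -0.70 and 35.5% of genes at least 2-fold lower. Both medians lay below all random lists, which centred on 0.15 and 0.06. Of these genes, 421 were in both embryonic-high and 273 in both embryonic-low sets. A set threshold of 8-fold moved the medians of the high sets most, to 1.44 and 1.47. Over all alternatives the medians ranged from 0.79 to 1.44 and from 0.84 to 1.47 for the high sets, and from -0.72 to -0.43 and from -0.89 to -0.64 for the low sets. TMM scaling kept the sign of all 4 medians.

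**Figure D2:**
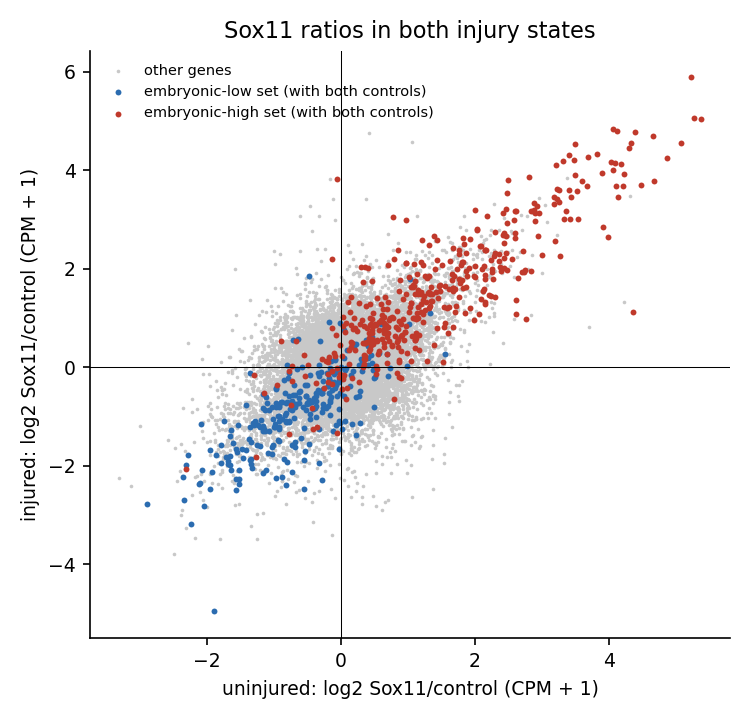
Log2 ratio of Sox11 to control virus per gene in uninjured (x axis) and injured mice (y axis), from CPM plus 1. Genes of the embryonic-high sets shared by both controls are red, those of the shared embryonic-low sets blue and all others grey, and 663 genes were at least 2-fold higher on both axes.

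The growth list, 20 genes known from axon growth, had a median embryonic log2 difference of 3.22 (percentile 100 of random lists). A pseudocount of 5 CPM moved this median most, to 2.47. In the edgeR quasi-likelihood test, 17 of its 20 genes were higher in embryonic libraries when adjusted over all genes and 17 when adjusted over the list alone. With Sox11, 16 of 20 were higher over all genes and 17 adjusted over the list alone. Its median Sox11 ratio was 1.67 in uninjured and 1.49 in injured mice, both at percentile 100. Single members differed: Gap43 had log2 ratios of -0.02 and 0.09, Sox4 0.08 and -0.63, whereas Dpysl3 had 3.68 and 3.68. Of its genes, 13 were also in an embryonic-high set chosen with either control. The mature-neuron list had a median embryonic difference of -1.89 (percentile 0), with 18 of 20 genes lower and 1 higher over all genes and the same numbers adjusted over the list alone. With Sox11, 7 of its genes were lower over all genes and 9 adjusted over the list alone. Its medians were -0.11 in uninjured (percentile 3.90) and -0.43 in injured mice (percentile 0.12). Among sets chosen with either control, 9 of its genes were in an embryonic-low set and 1 in an embryonic-high set. The injury-response list had 14 genes tested in each comparison. Of these, 4 were higher and 3 lower in embryonic libraries, over all genes and adjusted over the list alone. Its median embryonic difference of -0.26 (percentile 12.2) turned to 0.24 with all nuclei. With Sox11 only Jun was called in this list, lower both over all genes and adjusted over the list alone. The list's medians with Sox11 were 0.32 in uninjured (percentile 93.4) and 0.03 in injured mice (percentile 25.6), the latter turning to -0.12 with TMM factors. Klf6, a member, had log2 ratios of 1.03 and 0.95, but its vector feature in the uninjured control can take reads from the gene.

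**Figure D3:**
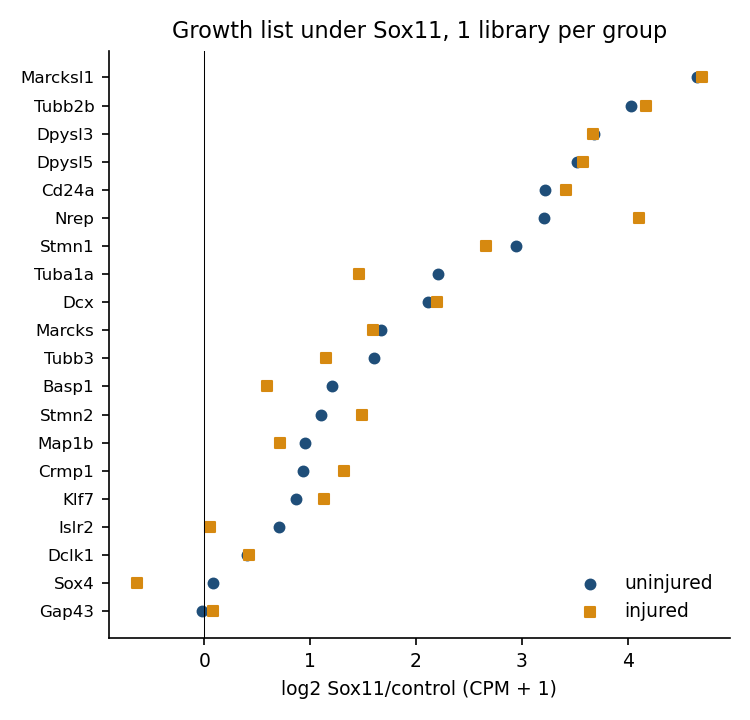
Log2 ratio of Sox11 to control virus for each of the 20 growth-list genes, from CPM plus 1, in uninjured and injured mice, with 1 point per state and gene. Dpysl3 sits at 3.68 in both states and Gap43 near 0.

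The fifth comparison asked what a spinal injury, stated as 6 weeks earlier, changed. In the edgeR quasi-likelihood fit of the 4 adult libraries, with virus as a term, 0 of 18849 genes were higher and 0 lower at a Benjamini-Hochberg adjusted p under 0.05, and 517 had an unadjusted p under 0.05. These 517 are fewer than a share of 0.05 of the genes, so they are no sign of an injury effect. The residual spread of this fit is the disagreement between viruses in the injury ratio. That disagreement was wide, so the 0 calls do not show that injury changed little. Without a filter on low counts, the alternative that moved the number of calls most, 11 genes were higher and 18 lower. With library totals only, the median of all genes shifted to 0.11. With the control virus, 820 of 15976 genes were at least 2-fold higher and 469 lower after injury, by ratios without a test. With the Sox11 virus, 196 of 16417 were higher and 59 lower. With TMM factors, the share of counted genes that were higher fell from 63.6% to 46.5% with the control virus and from 76.9% to 58.5% with the Sox11 virus. Over 15445 genes, 5 were higher with both viruses, against 8.43 if these were independent, 3 were lower with both, against 1.60, and 37 changed in opposite directions. The 2 log2 ratios had a Pearson r of -0.17 and a Spearman rho of -0.15 across genes, which are not independent replicates.

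By the rule of size, 5 genes were named for injury: Relb (ENSMUSG00000002983, chromosome 7 from 19606217 to 19629438), Snx32 (ENSMUSG00000056185, chromosome 19 from 5492235 to 5510538), Cdk5rap3 (ENSMUSG00000018669, chromosome 11 from 96907426 to 96916496) and Dalrd3 (ENSMUSG00000019039, chromosome 9 from 108569886 to 108572774) were higher, and Gm26879 (ENSMUSG00000097089, chromosome 1 from 192092355 to 192099628) was lower. Log2 ratios with the control and Sox11 virus were 1.27 and 1.37 for Relb, 1.08 and 1.41 for Snx32, 1.30 and 1.13 for Cdk5rap3, 1.12 and 1.06 for Dalrd3, and -1.04 and -1.48 for Gm26879. None passed the edgeR quasi-likelihood threshold. Snx32 (log2 fold change 1.16 ± 0.21 SE) had the lowest adjusted p of the 5, 0.734, and passed the threshold without a filter on low counts. The rule used ratios without TMM factors. With TMM factors, 3 genes were at least 2-fold higher and 8 lower with both viruses, against 5 and 3 without, so the choice of genes depends on the scaling.

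After injury, 0 members of the 3 lists passed the edgeR quasi-likelihood threshold over all genes or adjusted over the list alone. In the same test, 1 growth, 1 injury-response and 3 mature-neuron genes had an unadjusted p under 0.05. Without a filter on low counts, 2 mature-neuron genes were called lower when adjusted over the list alone. Median log2 ratios with the control virus were 0.11 for the growth list (percentile 51.3), 0.31 for the injury-response list (percentile 96.5) and 0.04 for the mature-neuron list (percentile 39.6). With TMM factors the growth and mature-neuron medians turned to -0.01 and -0.08. With the Sox11 virus the medians were 0.13 (percentile 98.1), 0.004 (percentile 16.5) and -0.007 (percentile 39.5), and the injury-response median turned to -0.08 with TMM factors and the mature-neuron median to 0.06 with all nuclei. The 4 time points of the uninjured Sox11 library were not analysed here, because the barcode features carry no time in their names.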

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

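The tests of counting noise and of free RNA were chosen only after the result was seen, and that of gene length in the injury ratios before. The test of Y-linked RNA was chosen after the adult-type nuclei were found, but before its own values were seen.

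In the 2 Sox11 ratios, 41 genes changed at least 2-fold in opposite directions in uninjured and injured mice. In the 2 injury ratios, 37 genes changed in opposite directions with the control and the Sox11 virus. These were noted because groups under the same contrast moved in opposite directions, and the difference was not tested, since each group has 1 library. Beside the 41 genes stand 663 higher and 350 lower with Sox11 in both states (511 and 498 with TMM factors). For injury, the 37 stand beside 5 higher and 3 lower with both viruses. The numbers of opposite genes depended on the pseudocount. With 0.1 CPM they were 98 for Sox11 and 88 for injury, and with 5 CPM 10 and 13.

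The injury ratios with the 2 viruses had a negative correlation across genes, and the tables argue against gene length as its whole source. Among genes with at least 200 UMIs over both libraries, r was -0.19. That value could not have pointed to counting noise of rare genes, because the 2 ratios share no library and independent noise cannot make r negative. Gene length may add to either ratio (rho with length -0.15 with the control and -0.08 with the Sox11 virus), but r was -0.19 after the trend with length was removed. Open explanations are differences between the single libraries in animals, injury severity, dissection or time since the virus, since the uninjured Sox11 library pools 4 time points, and a true dependence of the injury response on Sox11. None of these was tested, because each adult group has 1 library. The animals did differ in sex mix. Y-linked RNA was at 153 CPM in the uninjured and 64.3 CPM in the injured control, and at 114 and 126 CPM in the uninjured and injured Sox11 libraries. Xist, expressed from the inactive X chromosome, was at 517, 1054, 1004 and 637 CPM in the same order. The part of this difference in r was not tested.

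The mature-neuron list had a median log2 ratio after injury of 0.042 with the control virus and -0.0066 with the Sox11 virus. Both medians lie near 0, and their order was not tested. With TMM factors the medians were -0.08 and -0.12, and with all nuclei the second was 0.06, so the opposite signs may come from the scaling and the choice of nuclei alone. No biological explanation was tested.

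The second embryonic library held 585 adult-type nuclei, which no comparison uses, and RNA of vector features, which the embryonic comparison does not use, although the nuclei that held part of it are summed there. In its excitatory neuron-like nuclei, the vector feature BRCD.102.226 reached 343 CPM, against 0 UMIs in the first embryonic library, and in the adult-type nuclei it reached 6358 CPM. That level came from 1 of the 2 adult-type clusters. It had 541 nuclei, 6664 CPM and 92.2% of nuclei with at least 2 UMIs of the vector. The other had 44 nuclei, 108 CPM and 27.3% of nuclei, within the 18.3 to 33.3% of the embryonic clusters. A candidate explanation is nuclei from adult tissue in a mixed library. The clusters were chosen by their nearness to the adult control, so their profiles cannot test it. That choice rested on 7070 genes together, not on Y-linked RNA. The embryonic excitatory neuron-like nuclei of this library had 12 UMIs of the Y-linked genes Uty, Kdm5d, Eif2s3y and Ddx3y (1.04 CPM). The adult-type nuclei had 581 (66.8 CPM), with 67.3 and 56.4 CPM in the 2 clusters, against 64.3 to 153 CPM in the adult libraries. The adult-type nuclei thus came at least in part from other animals than the embryonic neurons, which a mixed library needs, but Y-linked RNA does not give the age of those animals. The library's name in the labels contains the word adult, and whether a mix was intended is not stated.

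Vector RNA in the embryonic nuclei may be free RNA from the adult-type nuclei. The vector feature reached 5.39% of its adult-type level in embryonic excitatory neuron-like nuclei. The median for 18 other genes abundant in adult-type nuclei and at least 50 times lower in the first embryonic library was 1.54% (quartiles 0.300% and 4.67%). A first rule, with 5 genes, gave 1.76% and was widened after that value was seen. Free RNA and a second source of the vector cannot be told apart, because the vector's share lay above the upper quartile of these genes while their own shares differed widely from each other. No biological explanation was tested.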

How the results depend on the processing

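Keeping the adult-type nuclei of the second embryonic library and keeping the unnamed cluster of the injured control were chosen only after the data were seen, and all other alternatives before. No paired analysis was possible because the labels match no library of one group to a library of another group. Across 64 results that answer a comparison, 516 alternative values were computed. Of these, 433 stayed within their limits (1.5 times a count, or the interval of a share or median) and 83 moved beyond them. A reversal could be counted only for a set or list median whose interval excluded 0, and 0 of these reversed. Sign changes of list medians whose interval held 0, given above, were not counted as reversals. For the named genes, 296 of 306 alternative values kept direction and side of the threshold, 9 fell short of it, 1 passed it and 0 reversed. Another 14 values could not be computed, because a filter of at least 10 UMIs in every library left out all 10 named genes of the embryonic comparison and 4 of Sox11 (Marcksl1, Zfp57, Rgs12 and Cacng4). Where no cause is given, the cause was not tested.

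Shares of excitatory neuron-like nuclei moved to 38.0% in the first embryonic library with doublets kept. With Leiden resolution 0.5 they moved to 44.1% and 69.6% in the embryonic libraries, 98.7% in the uninjured control and 100% in the injured control, where they then included the unnamed cluster of 203 nuclei. With at least 1000 genes per nucleus they moved to 97.4% in the uninjured control, 97.1% in the injured Sox11 and 97.7% in the uninjured Sox11 library. Sox11 levels per library stayed within their counting intervals under both alternatives tried for them.

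The embryonic comparison gave 1489 higher and 299 lower genes with the adult-type nuclei kept, which sums adult-type with embryonic nuclei in 1 of 2 libraries. Each other alternative with a test stayed within 1.5 times each count. With those nuclei kept, 1 injury-response and 2 mature-neuron genes were called, and against all 4 adult libraries 7 growth-list genes were called, since the Sox11 libraries then belong to the reference.

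Sox11 calls fell to 288 higher and 225 lower with at least 10 UMIs in every library and to 447 and 311 with thinned counts. Of the 1616 genes called, the filter of at least 10 UMIs still tested 1314 and called 513, so leaving out genes accounts for part of the fall only, and the cause of the rest was not tested. Keeping the unnamed cluster of the injured control gave 479 lower genes. With at least 10 UMIs in every library, 10 growth-list, 3 mature-neuron and 0 injury-response genes were called, and with thinned counts 3 mature-neuron and 0 injury-response genes. Injury-response calls rose to 2 without a filter, with all nuclei and with doublets kept, by Vip beside Jun. Injury calls rose from 0 to 11 higher and 18 lower without a filter and stayed at 0 under each other alternative with a test. At this design the simulated check recovered 78.7% of 4-fold but 3.60% of 2-fold changes, so the 0 calls exclude few changes of 2-fold. What they exclude at 4-fold stays uncertain, because the check gave all genes the same dispersion.

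Counts of single ratios depended on the pseudocount, because it sets how far genes near 0 can move. With 0.1 CPM, 1319 genes were lower with Sox11 in uninjured mice, 2510 higher with Sox11 in injured mice, 1236 higher and 998 lower after injury with the control virus, and 503 higher and 168 lower with the Sox11 virus. With 5 CPM, 515 were higher and 277 lower with Sox11 in uninjured mice and 700 and 529 in injured mice. After injury, 5 CPM gave 363 higher and 157 lower with the control virus and 62 and 16 with the Sox11 virus. TMM factors gave 98 lower genes after injury with the Sox11 virus. Genes changed in both Sox11 ratios numbered 559 lower with 0.1 CPM, and 301 higher and 150 lower with 5 CPM. Genes changed in both injury ratios numbered 10 higher and 14 lower with 0.1 CPM, 2 and 0 with 5 CPM, 3 and 8 with TMM factors, 8 higher with all nuclei and 6 lower with deep-layer nuclei.

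Of 48 alternative medians of the embryonic sets, 30 stayed within the interval of the median, 18 moved and 0 changed sign. For the high set, sets chosen with the control of the same injury state gave 1.33 in injured and 1.12 in uninjured mice, where a control serves in both steps. In counts drawn with no Sox11 effect, that design gave medians of 0.06 in each state for the high set, and of -0.02 in uninjured and -0.13 in injured mice for the low set. This draw used the mean of both controls, a choice made after a first draw from all 4 adult libraries, which contains the effect, was seen. That mean includes the control that chose the set, and the draw adds no variation between libraries. Its medians can therefore understate the effect of the shared control. The 8-fold threshold gave 1.47 and 1.44, a pseudocount of 5 CPM 0.86 and 0.79, and all nuclei 0.85 and 0.79. Deep-layer nuclei gave 1.22 in injured mice, and a pseudocount of 0.1 CPM gave 1.10 and thinned counts 1.11 in uninjured mice. For the low set, the control of the same injury state gave -0.89 and -0.69 and the 8-fold threshold -0.85 and -0.72 in injured and uninjured mice, and TMM factors gave -0.60 in uninjured mice. Leaving out 1 embryonic library gave medians of the high set from 0.84 to 1.02 in injured and from 0.80 to 0.95 in uninjured mice. Of 120 alternative list medians, 119 stayed within the interval and 1 moved, the mature-neuron list after injury with the Sox11 virus, to 0.061 with all nuclei.

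Leaving out 1 library leaves an arm without replicates, so genes were then counted by a 2-fold ratio of means without a test. With all libraries, 1814 genes were higher and 1154 lower in the embryonic comparison, and leaving out 1 of the 4 gave from 1584 to 2190 and from 1078 to 1310. For Sox11, 498 were higher and 319 lower, against 642 to 731 higher and 311 to 587 lower with 1 library left out, which also drops the other library of that injury state. The 587 belongs to the injured state alone. For injury, 20 were higher and 15 lower with all libraries. With 1 library left out, 70 to 560 were higher and 34 to 217 lower: 560 and 217 with the control virus alone, and 70 and 34 with the Sox11 virus alone.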

Other observations

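The tests of embryonic RNA, of Cell Ranger version, of depth and of Malat1 were chosen only after the rise of the embryonic-high set was seen, and those of gene length, other cell classes and single vector barcodes before.

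The embryonic-high set had median log2 ratios with Sox11 of 0.99 in uninjured and 1.04 in injured mice. Technical explanations were weighed as follows. RNA or nuclei of embryonic tissue in the Sox11 libraries would raise each gene by the same share of its embryonic level. Among 26 genes abundant in embryonic and near absent in control nuclei, 34.6% in uninjured and 38.5% in injured mice lay under 10% of the upper quartile of that share. Sox11 itself, whose reads can be shared with the vector, allowed a share of 1.02% and 0.312%, and Igfbpl1 of 0.050% and 0.121%, against upper quartiles of 17.7% and 18.7%. The tables therefore argue against embryonic RNA as the whole source. Shares of 0.050% in uninjured and 0.121% in injured mice cannot be excluded.

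Different Cell Ranger versions and vector references apply to the uninjured pair only, and the injured pair, with the same version and feature list, had a median of 1.04. After the summed UMIs of each library were thinned to the total of the smallest library, with UMIs per nucleus left unequal, the smaller median of the 2 states was 1.11. Against random lists matched on expression and gene length, the smaller excess of the set was 0.87 log2 units, and the set lay at percentile 100 in both states. Malat1, an abundant nuclear RNA, had log2 ratios with Sox11 of -1.50 and -0.44. The pair with the larger fall of Malat1 did not have the larger rise: the 421 embryonic-high genes chosen with both controls had medians of 1.15 in uninjured and 1.33 in injured mice. Between the 2 Sox11 libraries, which took no part in that choice, Malat1 was higher in the injured one by 0.68. At the ratio of the uninjured pair, the set would then be lower by 0.53, but its median was 0.094 (95% interval 0.06 to 0.14). This argues against Malat1 as the whole source, unless injury offsets it.

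RNA of other cell classes stays open. Of 5 glial, vascular and microglial classes, 1 had marker medians at or under 0 in both states, the astrocytes (-0.36 and -0.45 over 3 markers). Oligodendrocyte markers had medians of 0.09 and -0.18 over 3 genes and microglial markers -0.44 and 0.52 over 5, and the other classes had at most 2 markers with enough UMIs. These counts are too few to tell such RNA apart from a change in the neurons. A response of the neurons to Sox11 stays open beside it, as a hypothesis found and tested on the same data. The shared embryonic-high genes differed by -0.03 between the 2 control libraries (372 genes with enough UMIs there), which helped to choose them. A difference other than Sox11 that both Sox11 libraries share was not tested.

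In the uninjured Sox11 library, 10.51% of excitatory neuron-like nuclei had at least 2 UMIs of a single vector barcode, 86.6% of more than 1 and 2.88% of none. Nuclei with BRCD.102.226 alone (119 nuclei) might carry a virus without Sox11, since the number in that name matches a barcode abundant in the uninjured control (BC102, 8093 CPM). The median of the embryonic-high set in these nuclei against the uninjured control was 1.19, against 0.86 to 0.97 in nuclei with 1 of the 3 other barcodes that had at least 30 such nuclei. BRCD.SPNG.160 alone had 12 nuclei, too few for a median. A virus with and without Sox11 cannot be told apart in these nuclei, because the rise was measured against another library and only 19 nuclei without a vector UMI could show whether it follows Sox11. Free RNA of the vectors in other droplets was not excluded, and no time point was assigned to any barcode.

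In the injured Sox11 library the vector features held 0.000507% of UMIs, against 2.79% in the injured control, with the same feature list. The fluorophore feature mGL had 162 UMIs in its excitatory neuron-like nuclei and 112 in those of the injured control.

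In excitatory neuron-like nuclei Xist, expressed from the inactive X chromosome, had 3 UMIs in the first and 19875 in the second embryonic library. The Y-linked genes Uty, Kdm5d, Eif2s3y and Ddx3y had 1838, 924, 1892 and 409 UMIs in the first and 5, 4, 3 and 0 in the second. Both kinds of RNA were found in the excitatory neuron-like nuclei of all 4 adult libraries, and in the adult-type nuclei of the second embryonic library (4479 Xist UMIs and 581 Y-linked UMIs). Xist ranged there from 517 CPM in the uninjured control to 1054 CPM in the injured control, and Uty from 23.6 CPM in the injured control to 76.8 CPM in the uninjured control.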
